A study of Homo sapiens with 11 samples.

How the data were processed

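The series holds 11 libraries from HCT116, an established human colorectal cancer cell line. Cells were transfected with an siRNA against luciferase (siLuc, the control) or against Staufen1 (siStau1), and received the solvent DMSO or the DNA methylation inhibitor decitabine (DAC), given at 500 nM for 5 days per the labels. Total RNA was sequenced in 4 groups of 2 libraries each (siLuc DMSO, siLuc DAC, siStau1 DMSO and siStau1 DAC). RNA bound by J2, an antibody against double-stranded RNA, was sequenced in 1 library each of siLuc DMSO, siLuc DAC and siStau1 DAC. A J2 library of siStau1 cells with DMSO was not analysed here. Per the labels' protocols, libraries were made with stranded total RNA kits, with ribosomal RNA depletion for the total RNA. The labels' protocol text, shared by all 11 libraries, names a Staufen1 antibody for the enrichment, while the labels of the 3 enriched libraries name J2. They are called J2 libraries here, and which antibody was used stays uncertain.

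For total RNA the authors deposited a table of FPKM values in the layout of the program Cuffdiff, per the file headers, with 1 FPKM value per group, not per library, for 58699 genes. The table gives 6 pairwise comparisons of the 4 groups, each with the authors' fold change, test score, p-value and q-value. The deposited q-value was recomputed: it is the Benjamini-Hochberg value over the 102180 tests of all 6 comparisons, with a largest gap of 5.3e-07. The smallest deposited p-value is 5e-05, and the smallest deposited q-value is 0.00162. The planned count tests, replicate blocks and fits without single replicates need values per library, so the authors' calls were used in their place. Because the table gives no value per library, no test, standard deviation or replicate check of this work was possible for total RNA, and the depth of the libraries is unknown. Counts of changed genes are the authors' calls at a q-value under 0.05. Fold changes were turned so that DAC stands over DMSO and siStau1 over siLuc. The deposited fold changes were infinite or beyond 100 in size on the log2 scale for genes with a group at or just above 0, of which 981 were finite, and no fold is printed for such genes. Fold changes computed here are log2 ratios of FPKM with a pseudocount of 0.1 added to each group, which understates the change of genes with low values. All 58699 gene identifiers are in GENCODE release 29 on the GRCh38 build, from which gene positions, biotypes and the length and GC content of each gene's longest transcript were taken. The genome build the authors used is not stated, and the identifiers carry the version numbers of that release. The aligner and how reads were shared between near-identical copies are not stated either, so histone genes, pseudogenes and the IFNL2 and IFNL3 pair are uncertain.

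For J2 the authors deposited 3 tables, 1 per pair of libraries, each with the same 5622516 repeat elements in the same order. Per the file headers, each table gives a value per library and a ratio, which was found to be the logarithm to base 1.5 of the second library over the first. The deposited siLuc DMSO column holds whole-number counts plus 1. The deposited signal of the other libraries is the count plus 1, multiplied by 1 factor per library, 1.92 for siLuc DAC and 1.27 for siStau1 DAC. Dividing by the factor gave whole reads for 100.0% of values. Each library has identical values in its 2 tables. The origin of the authors' factors is not stated: scaling to the totals of reads on repeats would give 1.04 and 0.861. Elements are named by class, family and numbers whose meaning is not stated, with no positions, so elements cannot be placed in the genome. Even read numbers are more common than odd ones (450999 elements with 2, 4 or 6 reads against 184425 with 1, 3 or 5 in siLuc DMSO), as when both mates of a pair are counted. Each group has 1 J2 library, so no test between conditions was made and a count model was not fitted to the recovered reads.

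The J2 values computed here are log2 ratios of reads scaled to each library's total on repeats, with 0.5 reads added, over elements with at least 20 reads in the 2 libraries together. These totals are only the part of each library that fell on repeats, so the authors' factors were added as another scaling. Shares of reads have Wilson 95% confidence intervals, and medians have 95% intervals from order statistics. Reads carry no molecular identifiers, so intervals and floors (3 reads) cover counting error only. If both mates of a pair were counted, reads are not separate draws, and these intervals and floors are then too narrow. The share of elements beyond 2-fold that counting error alone would give was computed from binomial draws in which each pair of mates was 1 draw.

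Preset lists of 20 interferon-stimulated genes, 15 germline genes, 16 p53 target genes, 4 interferon genes and 11 single genes, the comparisons, the rule for naming genes and most alternatives were chosen before the data were examined. For each of the first 3 lists, the median log2 ratio was set against 10000 random lists of protein-coding genes matched on mean expression in 20 bins, as a description of these libraries. A median outside the middle 95% of random lists was taken as standing apart, which is not a test across replicates. The genes named are STAU1, genes of the preset lists past the threshold in a comparison or needed for one, and per total RNA comparison the 3 highest and 3 lowest fold changes among called genes with an FPKM of at least 1 in both groups. For J2 the 3 highest and 3 lowest elements with at least 100 reads, and LTR families with at least 500 reads, are named. Which genes of the lists are given singly was chosen after their values were seen. Alternatives were other q-value limits, Benjamini-Hochberg adjustment within a comparison, a minimum fold change, a minimum FPKM, pseudocounts of 1 and 0.01, centring on the median of all genes, leaving out single genes of a list, other J2 scalings, read minimums and pseudocounts. Centring fold changes within 20 bins of transcript GC content or length, the authors' J2 factors, J2 totals without the 10 elements with most reads in any library and LTR shares outside Alu elements, or outside Alu, RNA, srpRNA and snRNA elements, were chosen after seeing the data.

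Scripts ran in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The functions were tested on simulated data: after centring, 100.0% of 200 changed genes had an absolute log2 ratio of at least 1 in the right direction against 0.00% of the 11099 unchanged genes, and 4.5% of 200 unchanged lists fell outside the middle 95%. For J2, 99.5% of 200 changed elements were recovered. The simulated changes were well beyond the limit they were judged by, and the simulated gene noise was narrower than the spread of the data. These shares therefore show that the functions ran as written, not how often they would be right in these data.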

Results

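RNA of HCT116 colorectal cancer cells was measured after knockdown of Staufen1, a protein that binds double-stranded RNA, with and without decitabine (DAC), a nucleoside that lowers DNA methylation. The series title places the study in the immune response to double-stranded RNA from endogenous retroviruses. The total RNA data gave 1 FPKM value per gene for each of 4 groups of 2 libraries, with no value per library, so no spread between replicates can be given and the depth is unknown. The sum of FPKM was 1129076 in siLuc DMSO, 1793611 in siLuc DAC, 967545 in siStau1 DMSO and 1491061 in siStau1 DAC. The 3 highest genes held 31.1%, 41.7%, 26.6% and 41.1% of these sums, and they were small non-coding RNAs such as SNORD3A and RPPH1. Genes with an FPKM of at least 1 numbered 13367, 14342, 13350 and 14010. The J2 data, labelled as RNA bound by an antibody to double-stranded RNA, comprised 71473124 reads on repeat elements in siLuc DMSO, 68944777 in siLuc DAC and 83037330 in siStau1 DAC, with 1 library per group and therefore no replicate check. No input or control-antibody library was labelled for them, so their reads can follow RNA level or background as well as binding.

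The targeted gene was examined first. STAU1 (ENSG00000124214.19, chromosome 20, 49113339 to 49188367, GRCh38) had 35.5 FPKM in siLuc DMSO, 33.7 in siLuc DAC, 30.0 in siStau1 DMSO and 27.1 in siStau1 DAC. The log2 ratio of siStau1 over siLuc was −0.24 with DMSO and −0.31 with DAC. In the authors' deposited table neither difference was called, with q-values of 0.767 and 0.685. The direction was as labelled, but the mRNA in the groups labelled siStau1 differed little from that in siLuc, and protein was not analysed here. Of the 11 preset single genes, which include STAU1, its paralog STAU2, ADAR, EIF2AK2, MAVS, TLR3 and the DNA methyltransferases, STAU2 alone was called in any of the 4 comparisons. It went from 27.9 to 7.33 FPKM with DAC in siLuc, with a q-value of 0.0383 in the authors' deposited table. Its log2 ratio there was −1.92, and −0.97 after centring within bins of transcript GC content.

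The response to DAC in control cells was addressed by comparing siLuc DAC with siLuc DMSO. Of 17504 tested genes, 2360 were called in the authors' deposited table at a q-value under 0.05, 1524 higher and 836 lower with DAC. Of the alternatives, a q-value limit of 0.01 moved this count most, to 1395 genes. In 453 of the called genes one group was at 0. By fold change, the called genes with at least 1 FPKM in both groups that rose most were HIST1H3C (ENSG00000278272.1, chromosome 6, 26045411 to 26045821), from 3.41 to 371 FPKM, HIST1H2BB, from 3.84 to 403 FPKM, and HIST1H2AE, from 2.998 to 223 FPKM. These histone genes have near-identical copies and their values are uncertain: 9 of 55 HIST1 genes were under 1 FPKM in both DMSO groups and at least 10 in both DAC groups, 4 of them listed at 0 in both DMSO groups. The genes that fell most were WNT16 (ENSG00000002745.12, chromosome 7, 121325367 to 121341104), from 15.9 to 1.06 FPKM, CETN3, from 61.8 to 6.75 FPKM, and TMSB15A, from 34.5 to 3.88 FPKM.

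The same comparison in siStau1 cells gave 1266 called genes of 16979 tested in the authors' deposited table, 775 higher and 491 lower with DAC. In 301 of the called genes one group was at 0. MX1 (ENSG00000157601.13, chromosome 21, 41420304 to 41459214) rose from 2.08 to 118 FPKM, SPARC from 1.48 to 80.6 FPKM and HIST1H2BG from 1.29 to 54.4 FPKM. The 3 genes that fell most were processed pseudogenes, TPT1P6, AC097523.1 and AC010468.1, whose reads can come from other copies. Both siRNA arms called 874 genes, and all 874 had the same direction. Of 2179 genes called in siLuc and tested in siStau1, 2164 had the same sign there. The larger number of calls in siLuc does not show a larger effect, because the difference between the arms was not tested.

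The effect of the knockdown without DAC was addressed by siStau1 DMSO against siLuc DMSO. Of 15893 tested genes, 127 were called in the authors' deposited table, 53 higher and 74 lower in siStau1. In 33 of the 127 called genes one group was at 0. The number of calls depended on the adjustment: adjusted within this comparison only, 33 genes passed, against 684 with an unadjusted p under 0.05. Those with the largest rise were the processed pseudogenes AC079140.2, FTH1P20 and FTH1P8. Those with the largest fall were IFITM1 (ENSG00000185885.15, chromosome 11, 313506 to 315272), from 191 to 8.80 FPKM, IFI44L (ENSG00000137959.15, chromosome 1, 78619922 to 78646145), from 17.2 to 1.19 FPKM, and the processed pseudogene AC069218.1, from 20.7 to 1.87 FPKM.

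Under DAC, siStau1 against siLuc gave 156 called genes of 17263 tested in the authors' deposited table, 75 higher and 81 lower. In 8 of the called genes one group was at 0. When adjusted within this comparison only, 0 genes passed, against 1199 with an unadjusted p under 0.05, so the 156 calls rest on the adjustment over all 6 comparisons. The smallest deposited p-value, 5e-05, passes within 17263 tests only if enough genes have p-values at or near it. KRT17, OASL, IFI6 and HIST1H3C were at 5e-05 here. The 0 thus follows in part from this limit and does not show that no gene changed. The median log2 ratio of all genes with an FPKM of at least 1 in both groups was −0.11, while it was between −0.02 and 0.08 in the other 3 comparisons. PUS7L rose from 2.23 to 8.57 FPKM, HMMR from 4.44 to 16.8 FPKM and MZT1 from 1.87 to 7.08 FPKM. IFNL3 fell from 12.9 to 1.83 FPKM, IFNL1 (ENSG00000182393.2, chromosome 19, 39296325 to 39298673) from 15.5 to 2.71 FPKM and KRT17 from 198 to 40.3 FPKM. The 2 knockdown comparisons shared 15 called genes, all 15 in the same direction.

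Fold changes in all 4 comparisons followed the GC content of transcripts. Across protein-coding genes with an FPKM of at least 1 in both groups, which are not independent replicates, Spearman's rho between the log2 ratio and GC content was 0.659 for DAC in siLuc, 0.624 for DAC in siStau1, −0.487 for knockdown in DMSO and −0.715 for knockdown in DAC. From the lowest to the highest of 20 GC bins the median log2 ratio went from −0.95 to 1.20 for DAC in siLuc, and from 0.61 to −0.64 for knockdown in DAC. The rho with transcript length lay between −0.055 and 0.193. Among these genes, those with an absolute log2 ratio of at least 1 numbered 3607 for DAC in siLuc, 2381 for DAC in siStau1, 477 for knockdown in DMSO and 659 for knockdown in DAC. After centring within GC bins they numbered 1992, 1257, 336 and 207, of which 1403, 875, 236 and 135 had passed 1 in the same direction before centring.

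**Figure D1:**
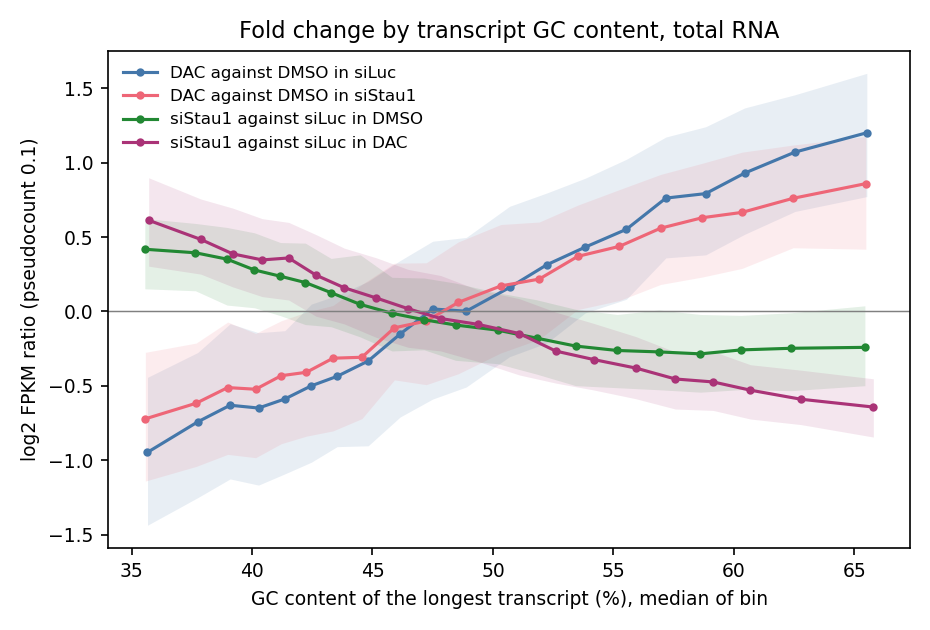
Median log2 FPKM ratio (pseudocount 0.1) of protein-coding genes in 20 bins of transcript GC content (%), with the band from the first to the third quartile, for 4 total RNA comparisons. The 2 DAC comparisons rise with GC content and the 2 knockdown comparisons fall.

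The preset list of interferon-stimulated genes was examined because the series concerns an immune response. With DAC the median log2 ratio of the 20 genes was 0.68 in siLuc (16 genes higher, with 51 of 10000 random lists as high) and 2.18 in siStau1 (20 genes higher, with 0 random lists as high). With knockdown it was −1.88 in DMSO, where all 20 genes were lower, and −0.74 in DAC, where 16 were lower, with 0 of 10000 random lists as low in either. Relative to the median of all genes the last value was −0.63. Centring within GC bins moved these medians to 0.84, 1.93, −1.96 and −0.60, with each on the same side of the random lists. In the same order, 8, 12, 10 and 6 genes of the list were called over all genes tested in the authors' deposited table, and 11, 12, 13 and 7 when adjusted over the list alone. ISG15 (ENSG00000187608.9, chromosome 1, 1001138 to 1014540) had 1360 FPKM in siLuc DMSO, 4708 in siLuc DAC, 320 in siStau1 DMSO and 2065 in siStau1 DAC. IFI27 had 402, 1138, 37.2 and 592 FPKM in the same order. The difference of the DAC log2 ratio, siStau1 minus siLuc, had a median of 1.39 over the list, with 0 of 10000 random lists as high. This larger rise started from the lower level in siStau1 DMSO, and the difference was described and not tested. In 16 of the 20 genes the level under DAC stayed below that of siLuc.

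**Figure D2:**
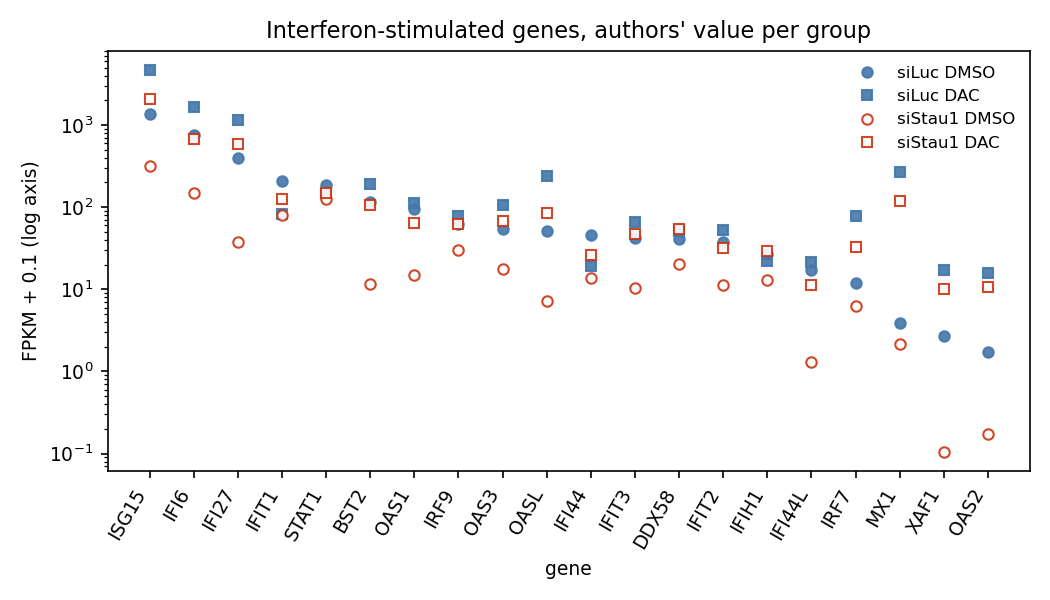
FPKM plus 0.1 (log axis) of the 20 interferon-stimulated genes in the 4 total RNA groups, 1 value of the authors per group and gene. Filled blue symbols are siLuc, open red symbols are siStau1, circles are DMSO and squares are DAC. ISG15 lies at 320 FPKM in siStau1 DMSO and at 1360 in siLuc DMSO.

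Of the 4 interferon genes, IFNL1 had 3.97 FPKM in siLuc DMSO, 15.5 in siLuc DAC, 0.0589 in siStau1 DMSO and 2.71 in siStau1 DAC. IFNL2 had 1.99, 10.4, 0.0356 and 2.17 FPKM in that order, and IFNL3 had 3.35, 12.9, 0.124 and 1.83 FPKM. IFNL2 and IFNL3 are near-identical, so the division of reads between them is uncertain. IFNB1 had 2.63 FPKM in siLuc DMSO, 1.27 in siLuc DAC and 0.216 in siStau1 DAC, and was listed at 0 in siStau1 DMSO. IFNL1 was called in the authors' deposited table for DAC in siLuc with a q-value of 0.0134. Under DAC, the knockdown calls there were IFNL1 (q-value 0.00732), IFNL3 (0.0221) and IFNL2 (0.0377), and in DMSO IFNB1 (0.00162). In DMSO, IFNL1, IFNL2 and IFNL3 also fell to values near 0 and were not called, with q-values of 0.532, 0.315 and 0.609. Among these genes IFNB1 alone was listed at exactly 0 there, so its call does not show that IFNB1 alone changed.

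Germline genes, often silenced by promoter methylation, rose with DAC by a median log2 ratio of 4.70 in siLuc and 5.13 in siStau1, with 13 of 15 genes higher and 0 of 10000 random lists as high in each. These medians follow the pseudocount, at 2.12 and 2.22 with a pseudocount of 1 and 7.91 and 8.36 with 0.01, because many genes were listed at 0 with DMSO. MAGEA4 was listed at 0 in both DMSO groups and had 97.55 FPKM in siLuc DAC and 119 in siStau1 DAC. Over all genes tested, 9 were called in the authors' deposited table for DAC in siLuc and 7 in siStau1, and 11 and 9 when adjusted over the list alone. Each of the genes called over all genes was listed at exactly 0 with DMSO in that arm. MAEL was called from 0 to 15.2 FPKM in siLuc, but not from 0.0241 to 14.2 in siStau1, with a q-value of 0.598 there. The numbers 9 and 7 therefore do not show a different response in the arms. With knockdown the median was 0.00 in DMSO and 0.13 in DAC, at percentiles 56.19 and 97.20. In DAC it was 0.036 at percentile 66.61 after GC centring. In either, 0 genes were called, over all genes tested or adjusted over the list alone. In DMSO only MAGEB2 and TEX14 of the list were tested, and the others were at or near 0 FPKM in both groups. The DMSO median and lack of calls therefore cannot show whether the knockdown changed this list.

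The p53 target genes had a median log2 ratio of 0.55 with DAC in siLuc and 0.41 in siStau1, at percentiles 94.52 and 93.04, inside the middle 95% of random lists. After centring within GC bins the medians were 0.72 and 0.53, at percentiles 99.97 and 99.92, so the call depended on that choice. Of the 16 genes, 5 were called in the authors' deposited table in siLuc and 3 in siStau1, and 6 and 3 when adjusted over the list alone. CDKN1A went from 51.1 to 192 FPKM in siLuc and from 47.5 to 163 FPKM in siStau1. With knockdown the median was 0.17 in DMSO and −0.25 in DAC, at percentiles 91.04 and 11.75, and after GC centring it was 0.39 and 0.13, so the direction in DAC flipped. The authors' deposited table called ZMAT3 in DMSO and no gene of the list in DAC, and the numbers adjusted over the list alone were 1 and 0. The difference of the DAC log2 ratio between the arms had a median of −0.32, with 90 of 10000 random lists as low, but with 1 gene of the list left out it reached −0.25, inside the middle 95%. For germline genes this difference was 0.13, at percentile 89.83.

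Over the 15956 genes tested in both siRNA arms, the DAC log2 ratio in siStau1 minus that in siLuc had a median of −0.016, with an order-statistic 95% interval from −0.028 to −0.004. The quartiles were −0.44 and 0.37, and 15.6% of genes differed by at least 1. The sign of this median was not stable: over genes with an FPKM of at least 1 in all 4 groups it was 0.0013. Across 10686 protein-coding genes, Spearman's rho between the DAC effects in the 2 arms was 0.851, and 0.734 after GC centring. The rho between the knockdown effects in DMSO and in DAC was 0.471, and 0.196 after GC centring.

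The share of J2 reads on LTR elements, the class that includes endogenous retroviruses, was 5.373% in siLuc DMSO (Wilson 95% interval 5.368% to 5.378%), 6.658% in siLuc DAC (6.652% to 6.664%) and 6.982% in siStau1 DAC (6.976% to 6.987%). LINE elements held 6.56%, 9.91% and 8.17% of reads and SINE elements 61.2%, 51.9% and 58.9%. Over reads outside Alu elements the LTR share was 12.6%, 12.5% and 15.2%, so siLuc DAC was then not above siLuc DMSO. Ribosomal RNA elements, kept among these reads, held 2.37%, 5.63% and 3.40% of them, which lowers the LTR share most in siLuc DAC. Leaving them out together with Alu was not run, so the order of siLuc DMSO and siLuc DAC outside Alu stays uncertain. RNA, srpRNA and snRNA elements held a smaller part of the reads outside Alu in both DAC libraries. With these left out too, which moved the LTR share most, it was 23.9%, 20.3% and 24.1%, so siStau1 DAC was then 0.174 percentage points above siLuc DMSO.

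**Figure D3:**
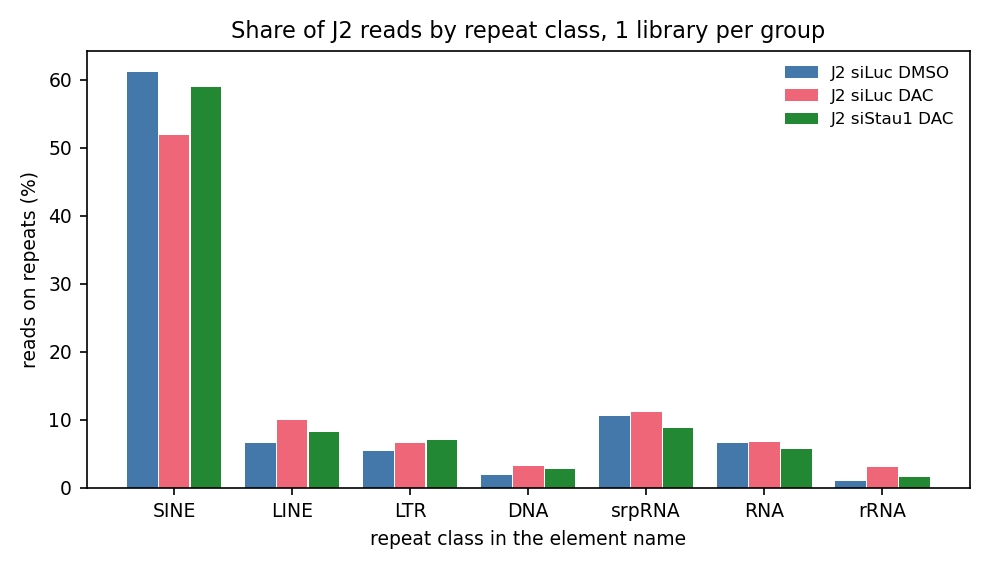
Percent of reads on repeats by repeat class in the 3 J2 libraries, 1 library per group. The SINE share is 61.2% in siLuc DMSO, 51.9% in siLuc DAC and 58.9% in siStau1 DAC.

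Element by element, siLuc DAC against siLuc DMSO had a median log2 ratio of 0.01 over 604858 elements when scaled to the totals on repeats. The medians were 0.57 for LTR, 0.86 for LINE, −0.25 for SINE and 0.62 for other elements. LTR elements were above 2-fold up in 36.1% and below 2-fold down in 12.6% of 58899 cases, while counting error alone would put 11.6% beyond 2-fold. The authors' factors moved the medians most, to 0.90 for all elements and 1.46 for LTR elements. The differences between classes do not depend on scaling: the LTR median was 0.82 above that of SINE and lay −0.28 from that of LINE. Between siStau1 DAC and siLuc DMSO, which differ in siRNA and drug, the medians were 0.45 for LTR, 0.39 for LINE, −0.10 for SINE and 0.36 for other elements. There, 27.7% of LTR elements were above 2-fold up and 4.8% below 2-fold down.

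The comparison of siStau1 DAC with siLuc DAC describes how the J2 reads differed with the siRNA under DAC. Without an input library, a change in binding cannot be told apart from a change in RNA level. The medians were −0.06 for LTR, −0.38 for LINE, 0.15 for SINE and −0.21 for other elements. LTR elements were above 2-fold up in 18.3% and below 2-fold down in 17.2% of 67934 cases. The summed LTR reads had a log2 ratio of 0.05, of the opposite sign to the median of −0.06 over elements. Under the authors' factors the LTR median was −0.38, and 49 of 545 LTR families were higher in siStau1 DAC, against 208 when scaled to totals.

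By LTR family, 481 of 530 families were higher in siLuc DAC than in siLuc DMSO when scaled to totals and 527 under the authors' factors. The highest log2 ratios were in LTR24C (2.44), MamRep1151 (2.23) and LTR106_Mam (2.07). The lowest were in HERV-Fc2-int, with 7133 reads in siLuc DMSO and 2 in siLuc DAC, HERV-Fc1-int, with 4572 and 399 reads, and MamGyp-int, with 11924 and 4177 reads. In these 3 families a single element held 92.8%, 86.7% and 61.3% of the siLuc DMSO reads, so the falls are largely those of single elements. The same 3 families were highest in siStau1 DAC against siLuc DAC, with 6048, 5811 and 19341 reads in siStau1 DAC. The lowest there were MamRep1151 (−1.26), EUTREP7 (−1.09) and LTR6A (−1.07). In LTR6A the top element held 90.7% of the siLuc DAC reads and 87.5% of the siStau1 DAC reads, so its fall is largely that of 1 element. Against siLuc DMSO, the highest in siStau1 DAC were LTR24C (2.68), LTR106_Mam (1.25) and LTR47A2 (1.24), and the lowest HERV-Fc2-int (−0.45), MER41G (−0.24) and MER11B (−0.22). The top element held 94.7% of the siLuc DMSO reads of MER11B and 33.7% of those of MER41G. LTR24C had 110 reads in siLuc DMSO and 821 in siStau1 DAC, where its top element held 41.4%. Of the 535 families of that comparison, 519 were higher in siStau1 DAC when scaled to totals. Under the authors' factors all 535 were higher, the 3 lowest included.

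Among single elements, the lowest in siLuc DAC against siLuc DMSO were LTR elements without reads in siLuc DAC. They belong to 718 of 105462 elements with at least 100 reads in each of the other libraries and 0 in siLuc DAC, a gap seen for 1 element in siLuc DMSO and 0 in siStau1 DAC. With at least 20 reads in each of the others, 7605 elements had 0 reads in siLuc DAC, 699 in siLuc DMSO and 13 in siStau1 DAC. A HERV-Fc2-int element had 6617 reads in siLuc DMSO, 0 in siLuc DAC and 5473 in siStau1 DAC, an LTR12C element 1911, 0 and 1670, and an MSTB element 1797, 0 and 1739. Against a floor of 3 reads their log2 ratios were at most −11.06, −9.26 and −9.17. The same 3 elements were the highest in siStau1 DAC against siLuc DAC. The highest in siLuc DAC were a MIR3 element with 0, 190 and 183 reads, an L1MC4 element with 0, 161 and 26, and an L1MEc element with 0, 141 and 11, in the same order of libraries, at least 6.04, 5.80 and 5.61 (log2) above the floor in siLuc DMSO. The lowest in siStau1 DAC against siLuc DAC were L1MEd, L1MD2 and L2a elements, each with 2 reads in siStau1 DAC. With these reads raised to the floor of 3, the log2 ratios were −5.88, −5.41 and −5.36. That floor does not bound the counting error of 2 reads. Against siLuc DMSO, the highest in siStau1 DAC were the same MIR3 element and L1ME2 and L1MB5 elements. The lowest there were an AluYk3 element (log2 ratio −2.86), a simple repeat of TGGAA (−2.71) and an AluSx element (−2.48).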

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

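All tests in this part were chosen after the result was seen. Repeat classes other than LTR, LINE and SINE, which the report gives no comparison of their own, drew attention where their share of J2 reads lay above that of siLuc DMSO in both DAC libraries. This was so for 8 classes. DNA transposons held 3.182% in siLuc DAC and 2.756% in siStau1 DAC against 1.87% in siLuc DMSO. Low-complexity elements held 0.7594% and 0.6969% against 0.581%, and simple repeats 3.768% and 3.422% against 2.87%. Ribosomal RNA elements held 2.996% and 1.565% against 1.01%. Among rarer classes, Helitron elements held 0.0085% and 0.0061% against 0.0037%, elements of unknown class 0.0217% and 0.0175% against 0.0106%, scRNA elements 0.0091% and 0.0076% against 0.0063%, and tRNA elements 0.062% and 0.0495% against 0.0432%. Shares add up to a fixed total, so fewer Alu reads raise the rest. Outside Alu elements the lower fold over DMSO was still 1.36 for DNA transposons, 1.05 for low-complexity elements, 1.53 for Helitrons, 1.05 for simple repeats, 1.52 for unknown elements, 1.44 for ribosomal RNA, 1.12 for scRNA and 1.06 for tRNA. But srpRNA elements fell outside Alu from 24.7% to 20.9% and 19.0%, RNA elements from 15.4% to 12.7% and 12.4%, and snRNA elements from 6.99% to 4.81% and 5.49%, which raises the rest as well. With these left out too, the lower fold was 1.15 for DNA transposons, 1.28 for Helitrons, 1.27 for unknown elements and 1.21 for ribosomal RNA, each above a limit of 1.1 chosen after the values were seen, so these falls are not the whole source of those 4 rises. It was 0.90 for low-complexity elements, 0.90 for simple repeats, 0.94 for scRNA and 0.89 for tRNA, and neither DAC library was above DMSO, so fewer reads on the 4 kinds of element left out may account for these rises. Shares alone do not show whether those reads fell or the others rose. Of all J2 reads, srpRNA elements held 10.50% in siLuc DMSO, 11.10% in siLuc DAC and 8.76% in siStau1 DAC. RNA elements held 6.57%, 6.78% and 5.72% in that order. In siLuc DAC the fall of srpRNA and RNA elements is thus seen only among reads outside Alu. With 1 library per group, an effect of DAC and a difference between library preparations stay open for the 8 classes, and neither was tested.

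The ribosomal RNA class was looked at further. Its lower fold over DMSO was 1.56 scaled to totals and 2.30 under the authors' factors. These factors raise both DAC libraries, so they could only enlarge the rise, and an effect of the scaling stays open without a reference outside the repeat reads. In each library 1 LSU-rRNA element held 98.7% to 99.4% of the reads of this class, so the size of the rise is that of this element. Whether the remaining elements rose is open, since over reads outside Alu their lower fold over DMSO was 1.02. More ribosomal RNA left in the DAC libraries after preparation may explain the rise of 2.98-fold in siLuc DAC. It cannot be told apart from an effect of DAC, because each group has 1 library and no measure of ribosomal RNA outside the repeat table was used here.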

How the results depend on the processing

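No paired analysis was possible because the total RNA table gives 1 value per group and the J2 data 1 library per group. Leaving out replicates and a second count model were not run for the same reason, and restricting J2 to the main chromosomes, or leaving out the mitochondrial chromosome, was not run because elements carry no positions. Centring within bins of GC content or length, the authors' J2 factors, totals without the 10 elements with most reads in any library, and LTR shares outside Alu, or outside Alu, RNA, srpRNA and snRNA elements, were chosen after seeing the data. Except where a cause is named, the cause was not tested.

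A q-value limit of 0.01, which passes fewer genes by construction, left 1395 genes for DAC in siLuc, 667 for DAC in siStau1, 55 for knockdown in DMSO and 34 for knockdown in DAC. Adjusting within a comparison left 33 genes for knockdown in DMSO and 0 for knockdown in DAC, by construction of the adjustment, since the authors' limit is shared with comparisons that have many small p-values. The smallest deposited p-value, 5e-05, also limits these counts, since over so many tests it passes only if enough genes are at or near it. A minimum absolute log2 fold change of 1 or an FPKM of at least 1 kept each of the 4 counts within 1.5 times. Adjusting within a comparison did so for the DAC comparisons, at 2947 and 1261 genes. The percent of changed genes that were higher moved beyond its interval in 7 of 23 alternatives. After centring protein-coding genes within GC bins it was 26.8% for knockdown in DMSO against 41.7% for all called genes, where 19 protein-coding genes were higher and 52 lower with and without centring, so the difference comes from leaving out non-coding genes. It was 35.3% for knockdown in DAC at a q-value limit of 0.01, against 48.1%.

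The median difference of the DAC effect between the arms, −0.016, changed sign to 0.0013 over genes with an FPKM of at least 1 in all 4 groups and to 0.0076 after GC centring, and was −0.038 with a pseudocount of 1. It is near 0 throughout. The interferon-stimulated gene medians kept their direction and their side of the random lists in all 4 comparisons and for the difference of the DAC effects, under each pseudocount, filter, centring and single gene left out. Germline genes with knockdown in DAC lay outside the middle 95% of random lists with a pseudocount of 1 (0.12), with an FPKM of at least 1 in a group (0.21), after centring within length bins (0.35) and with 1 gene left out (0.21). After GC centring the median fell to 0.036, at percentile 66.61 against 97.20 as reported. The p53 target genes did so after GC centring for DAC in siLuc (0.72), DAC in siStau1 (0.53) and knockdown in DMSO (0.39), and after length centring for knockdown in DMSO (0.29). Their knockdown median in DAC reversed to 0.13 after GC centring. Their difference of the DAC effects, −0.32 at percentile 0.90, lay inside the middle 95% with 1 gene left out, at −0.25. The germline medians with DAC kept their side of the random lists but followed the pseudocount, from 2.12 to 7.91 in siLuc and from 2.22 to 8.36 in siStau1. CDKN1A, slightly lower with knockdown, was higher after GC centring, by 0.18 in DMSO and 0.22 in DAC, and no other gene given singly changed sign under the alternatives run. The number of protein-coding genes with an absolute log2 ratio of at least 1 moved by over 1.5 times after GC centring, to 1992 and 1257 for DAC in siLuc and siStau1 and 207 for knockdown in DAC.

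The LTR share of J2 reads in siLuc DMSO, siLuc DAC and siStau1 DAC was 5.428%, 6.864% and 7.093% without rRNA elements, 6.506%, 8.453% and 8.260% without the 10 elements with most reads, 12.630%, 12.516% and 15.171% outside Alu elements, and 23.888%, 20.323% and 24.061% outside Alu, RNA, srpRNA and snRNA elements. Both DAC libraries were above DMSO in the first pair of alternatives. In the other pair siLuc DAC was not, and in the last siStau1 DAC was above by 0.174 points. Between the DAC libraries, the order flipped without the top elements.

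The median over all elements, near 0 when scaled to totals, took either sign. For siLuc DAC against siLuc DMSO it was −0.011 with median-of-ratios scaling, 0.042 without rRNA, −0.12 with at least 100 reads, 0.90 with the authors' factors and 0.057 without the top elements in the totals. Between siStau1 DAC and siLuc DAC it was 0.013, 0.0041, 0.094, −0.30 and −0.062 in the same order, and −0.0053 with a pseudocount of 5 reads. Between siStau1 DAC and siLuc DMSO it was 0.0011, 0.043, −0.028, 0.60 and −0.0081, and 0.0060 with a pseudocount of 5. The LTR medians kept their sign under the alternatives run. For siLuc DAC against siLuc DMSO they were 0.55, 0.60, 0.46, 1.46 and 0.62 in that order of settings, and 0.49 with a pseudocount of 5. Between siStau1 DAC and siLuc DMSO they were 0.42, 0.46, 0.35, 1.02 and 0.41, and 0.37 with a pseudocount of 5. Between siStau1 DAC and siLuc DAC they were −0.072 with median-of-ratios scaling, −0.081 without rRNA, −0.088 with a pseudocount of 5, −0.38 with the authors' factors and −0.15 without the top elements. The depth of total RNA libraries is unknown, and with 1 J2 library per group counting error is the only error that can be given.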

Other observations

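The tests of GC content and length on the gene lists, and of LTR shares without the top elements, were chosen before their results were seen, and all the others after.

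Interferon-stimulated genes were lower in siStau1 than in siLuc already with DMSO, with all 20 genes lower. The GC trend is not the whole cause, since the list median was −1.961 after GC centring. Transcript length leaves −1.837, and the median of all genes was −0.017, so neither length nor the scaling of all genes explains the list. The lower level with DAC was −0.604 after GC centring, and the DAC rises were 0.844 in siLuc and 1.926 in siStau1, with a difference of 1.299, each outside the middle 95% of random lists. What stays open is the source of the baseline difference. The log2 ratio of STAU1 mRNA was only −0.244 with DMSO. With a single knockdown level, a loss of Staufen1 may be the cause but cannot be told apart from an effect of either siRNA on the interferon response, or from a difference between cultures.

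Germline genes stayed at 5.255 for DAC in siLuc after GC centring, so GC content is unlikely to be the cause of that rise. The p53 target genes went from 0.55 to 0.720, so the GC trend does not produce their higher median. Before centring their median lay inside the middle 95% of random lists, so whether this list stands apart depends on the centring. A biological response to DAC is a hypothesis that these group values cannot test further, as replicate values were not used here.

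The GC trend itself is the broadest pattern in the total RNA table. Length did not share it, with a rho of at most 0.193 in size. Whether it comes from library preparation or from the treatments cannot be told apart without values per library, and rho was −0.715 for the knockdown under DAC. For that comparison, GC content may account for most large fold changes: among 11593 protein-coding genes, those with an absolute log2 ratio of at least 1 went from 659 to 207 after centring, or 31.4% as many, and 20.5% of the 659 genes still passed in the same direction. Whether GC content was the source of most in the others stays open. There, 55.2% (DAC in siLuc), 52.8% (DAC in siStau1) and 70.4% (knockdown in DMSO) as many passed after centring, but these counts include genes that passed only after it, and 38.9%, 36.7% and 49.5% of the genes past 1 before still passed in the same direction. Those genes were chosen for large ratios, so these shares describe them and test nothing.

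Some histone genes of the HIST1 cluster were under 1 FPKM in both DMSO groups and at least 10 in both DAC groups, in 9 of 55 genes (16.4%), against 0.18% of other protein-coding genes. HIST1H1B was listed at 0 in both DMSO groups and had 279 FPKM in siLuc DAC and 164 in siStau1 DAC. The genes were singled out after their values were seen. Of the 55 genes, 9 had this pattern and 0 the reverse one, and among other protein-coding genes the numbers were 36 and 0. A real rise would give this, and so would estimates that failed in both DMSO groups, so these cannot be told apart without values per library. Over all 55 genes the median log2 ratio with DAC, with a pseudocount of 0.1, was 0.80 in siLuc and 0.36 in siStau1, and 18 genes were at least 4-fold higher in both arms and 0 at least 4-fold lower. Of the 18, HIST1H2BB, HIST1H2BE, HIST1H2AL, HIST1H3C and HIST1H3F had at least 1 FPKM in both DMSO groups. HIST1H3C, for example, went from 3.41 to 371 FPKM in siLuc and from 3.77 to 153 in siStau1. Reads shared among near-identical histone genes remain open and were not tested. Failed estimates do occur in this table: RN7SK was listed at 0 in siLuc DAC and had 80918 FPKM or more in the other groups, and 38 genes, 0 of them protein-coding, were listed at 0 in 1 group with at least 1 FPKM in the other 3.

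The LTR share of J2 reads was higher with DAC. A few dominant elements were not the source on their own, since the lower of the DAC libraries was still 1.754 percentage points above DMSO without them. In siLuc DAC a smaller Alu share, 46.8% of reads against 57.5% in siLuc DMSO, may account for the higher LTR share. Outside Alu the LTR share there differed by −0.114 points, and by −3.565 points with RNA, srpRNA and snRNA elements left out too. Ribosomal RNA elements were kept in both and rose from 2.37% to 5.63% of reads outside Alu in siLuc DAC. That rise lowers the LTR share, so the difference of −0.114 points decides little. In siStau1 DAC the smaller Alu share, 54.0%, is not the whole source on its own, since the LTR share outside Alu was 2.541 points higher. With RNA, srpRNA and snRNA elements left out too it was 0.174 points higher. Whether the LTR share rose in siStau1 DAC beyond the lower shares of the other kinds of element thus stays open. Shares alone do not show whether reads on Alu and these other elements fell or the rest rose.

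The deposited ratios list 4930707 elements as at least 1.5-fold up for siLuc DAC against siLuc DMSO. Of these, 79.1% had 0 reads in both libraries, so the read added before scaling may be the source of most of them: with a factor of 1.92 an element without reads is listed as 1.92-fold up. Among elements with at least 20 reads, 376269 were that far up in the deposited ratios and 186703 when scaled to totals. At least 1.5-fold down were 57310 in the deposited ratios and 169364 when scaled to totals. For siStau1 DAC against siLuc DAC an element without reads is listed at 0.664-fold. In that comparison the deposited ratios list 4650181 elements as at least 1.5-fold down.

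Each J2 library lacked reads on some elements that the other 2 covered, and siLuc DAC did so most often. With at least 100 reads in each of the others, 718 elements, of them 161 LTR elements, had 0 reads in siLuc DAC, against 1 for siLuc DMSO and 0 for siStau1 DAC. With at least 20 reads the numbers were 7605, 699 and 13, where binomial draws at the library totals expect 5.792, 3.743 and 0.489, so siLuc DMSO also lacked more elements than depth gives. Depth is not the source of the 718 elements, since such draws expect 0.000 of them. Scatter of single elements is excluded too: 70.3% lay within 50 rows of another such element in the table, against at most 12.8% in 100 random draws of covered elements. At 20 reads 82.1% did so, against at most 43.5%, while the 699 elements of siLuc DMSO, at 6.9% against at most 9.2%, lay no closer together than random ones. The 718 elements may reflect other cells, a loss of genes or of transcription in that library, and these cannot be told apart without genome positions and a second library of that group. The comparisons of J2 that use siLuc DAC carry this limit.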
